# Addiction of pancreatic cancer cells to zinc-finger transcription factor ZIC2

**DOI:** 10.18632/oncotarget.4960

**Published:** 2015-07-22

**Authors:** Shingo Inaguma, Hideaki Ito, Miho Riku, Hiroshi Ikeda, Kenji Kasai

**Keywords:** ZIC2, GLI1, ANXA8, FGFR3, apoptosis

## Abstract

Activity of GLI transcription factors of Hedgehog signaling is key for various cancer cell properties, especially in pancreatic ductal adenocarcinoma (PDAC). Zinc-finger transcriptional regulators *ZIC1* to *ZIC5* of *ZIC* gene family were demonstrated to associate with GLI to increase the nuclear accumulation and transcriptional activity of GLI. Notwithstanding this supportive role for GLI-dependent transcription, it was not fully understood whether ZIC plays an independent role in cancer cell biology. Here, we found that ZIC2 is indispensable in the regulation of PDAC cell apoptosis. We found that human PDAC cell lines uniquely express ZIC2. *ZIC2* knockdown induced PDAC cell apoptosis; conversely, ZIC2 over-expression enhanced the cellular proliferation. Through a comprehensive screening, we identified *fibroblast growth factor receptor 3* (*FGFR3*) and *ANNEXIN A8* (*ANXA8*) as genes up-regulated by ZIC2 in PDAC cells. The forced expression of these two genes cooperatively rescued the apoptosis of *ZIC2*-knockdown cells. Immunohistochemical analyses further supported the correlation of ZIC2 expression and these genes in human pancreata harboring PDAC. Intriguingly, the ZIC2-mediated up-regulation of *FGFR3* and *ANXA8* was indicated to be GLI -independent. This evidence highlights the indispensable role of ZIC2 in regulating cellular proliferation and apoptosis during PDAC development and suggests a potential therapeutic target for PDAC.

## INTRODUCTION

The members of the *ZIC* gene family, vertebrate homologues of the *Drosophila odd-paired* gene, encode a nuclear protein harboring a C2H2 type of zinc-finger domain that shows a notable homology to the GLI transcription factors GLI1-3 of the Hedgehog pathway[1] [2]. ZIC is mainly expressed in the developing or mature central nervous system (CNS) in a spatiotemporally restricted manner, and ZIC2 mutation causes various developmental anomalies, including holoprosencephaly, which is also linked to the mutations of the Hedgehog pathway-related genes [3].

GLI1 and GLI2 are over-expressed and thought to participate in the development and progression of various cancers, especially pancreatic ductal adenocarcinoma (PDAC) [4]. It was experimentally confirmed that GLI1 is indispensable for the oncogenic mutant type of *KRAS*-dependent transformation of pancreatic epithelium in a genetically-modified mouse model [5-7] and that GLI1 is essential for the survival and maintenance of the transformed phenotype of human PDAC cell lines. Indeed, GLI1 was revealed to up-regulate the expression of a variety of genes crucial for many cancer cell properties [8-12].

A previous study using the electrophoretic mobility shift assay (EMSA) and *in vitro* binding analysis reported that GLI and ZIC bound to similar DNA sequences, indicating a close relationship between ZIC and GLI in the regulation of downstream target genes [2]. Moreover, ZIC was reported to associate with GLI and enhance the nuclear accumulation and transcriptional activity of GLI proteins. [13, 14] Therefore, it might be possible that the ZIC-dependent regulation of GLI target genes is involved in the cell properties of PDAC; however, whether ZIC is expressed in PDAC cells and the role of ZIC, if expressed, have not been addressed.

In the present study, we first identified *ZIC2* as a unique member of the *ZIC* gene family expressed in PDAC cells. ZIC2 knockdown lead to PDAC cell apoptosis and, in turn, ZIC2 over-expression enhanced PDAC cell proliferation. We found that ZIC2 up-regulated the expression of *FGFR3* and *ANXA8*, and these two genes cooperatively rescued the apoptotic cell death of *ZIC2*-knockdown cells. Interestingly, we revealed that the up-regulation of *FGFR3* and *ANXA8* by ZIC2 occured in a GLI-independent manner. Our results uncovered the indispensable and GLI-independent role of ZIC2 in the regulation of PDAC cell apoptosis.

## RESULTS

### ZIC2 regulates the apoptotic cell death of PDAC cells

We first examined the expression of the *ZIC* gene family (*ZIC1*-*5*) in immortalized normal pancreatic epithelial cells, hTERT-HPNE (HPNE) cells and human PDAC cell lines. Reverse transcription (RT)-PCR analysis revealed that none of the *ZIC* members were expressed in HPNE cells while the expression of all members of the family was detected in a control material (human cerebellum cDNA). We found, however, that all of the human PDAC cell lines we tested uniquely expressed ZIC2 (Figure 1A). Compared with three independent datasets in the Oncomine database [15-17], we again found that *ZIC2* expression was dominantly increased in PDAC cells rather than normal pancreatic tissue (Figure 1B). Therefore, we hypothesized that ZIC2 may be involved in the PDAC development. To clarify this, we examined the effect of *ZIC2* knockdown in the human PDAC cell lines PANC-1 and KP-4 by the transfection of specific siRNA (for knockdown validation, see Figure 2C). We found that the transfection of *ZIC2*-specific siRNA (siZIC2-1 and siZIC2-2) but not control siRNA (siControl) suppressed the cellular proliferation of both cell lines (Figure 2A). Cell cycle analysis revealed that *ZIC2* knockdown reduced the fraction of cells in the G0/G1 phase and increased the fraction of cells in the sub-G1 phase (representative data in Figure 2B, *upper panels*; the statistical analysis from three independent experiments in Figure 2B, *lower table*). Additionally, *ZIC2* knockdown concordantly increased the amount of cleaved PARP (Figure 2C). These results indicated the indispensable role of ZIC2 in regulating the apoptotic cell death of PDAC cells. Next, we analyzed the effects of ZIC2 using newly established cell lines from the human PDAC cell line PANC-1: these derivatives show the Tet-regulated expression (Tet-off) of ZIC2 (Supplementary Figure S1A). As a result, we found that the forced expression of ZIC2 enhanced the G1-S transition and cellular proliferation (Supplementary Figure S1B and C). It was reported that ZIC2 over-expression induces anchorage-independent growth and transformed foci of mouse embryonic fibroblasts (MEF) [18]. Indeed, we also observed that lentiviral-transduced ZIC2 enhanced cellular proliferation (Supplementary Figure S1D) and the anchorage-independent growth of HPNE cells (Supplementary Figure S1E). Unfortunately, neither ZIC2- nor control (LacZ)-transduced HPNE cells were transplantable to NOD/SCID mice in our experimental conditions (data not shown): therefore, these results indicated that ZIC2 over-expression led to the cellular proliferation of the pancreatic duct epithelium, while we could not conclude at this moment that it could transform the pancreatic duct epithelium.

**Figure 1:**
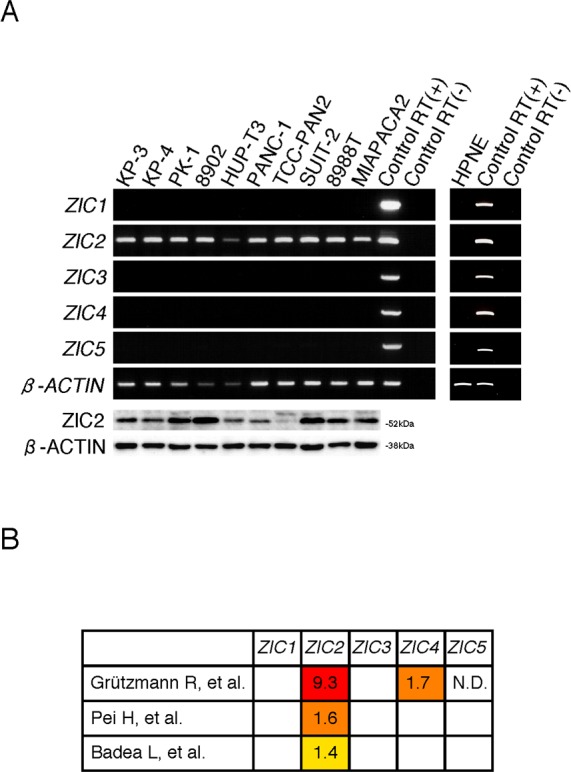
ZIC2 is uniquely expressed in PDAC cells **A**, RT-PCR and immunoblot analysis of the human PDAC cell lines and the immortalized normal pancreatic epithelial cell line HPNE. Normal fetal cerebellar RNAs with or without the RT reaction were used as controls. **B**, The relative expression of the *ZIC* gene family in PDAC tissue normalized to normal tissue. The data sets were drawn from the Oncomine database. The original publications are listed in the references. Note that Grützmann R. et al. [16]. used microdissected samples for cDNA array analysis.

**Figure 2:**
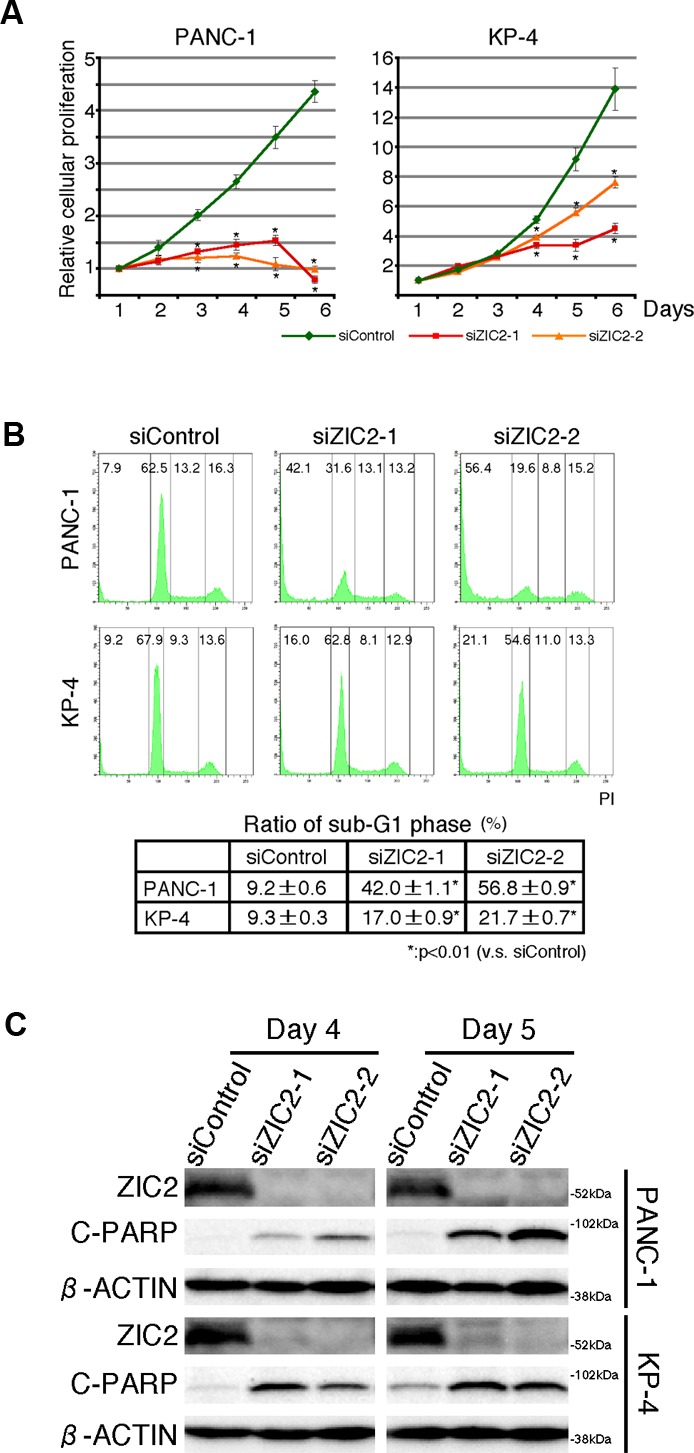
ZIC2 regulates apoptotic cell death of PDAC cells **A** and **B**, The proliferation curves and cell cycle analysis of PDAC cells transfected either *ZIC2*-specific (siZIC2-1, siZIC2-2) or control (siControl) siRNAs. The data represent the mean ± SD from three independent experiments. C, immunoblot analysis of PDAC cells transfected with siRNAs.

### ZIC2 up-regulates ANXA8 and FGFR3

To date, ZIC2 over-expression was reported to impact the clinical course and prognosis of patients harboring ovarian cancer [18], endometrial cancer [19] and oral squamous cell carcinoma [20], while the molecular mechanism of disease progression was not revealed. Given that ZIC2 is a transcription factor, we hypothesized that ZIC2 might regulate the expression of genes that are responsible for PDAC cell proliferation and apoptosis. To investigate this possibility, we performed three sets of expression (cDNA) microarray analyses and identified the differentially-expressed genes as follows: from the first set, the genes changed by *ZIC2* knockdown in PANC-1 cells; from the second set, the genes changed by the elimination of DOX in PANC-1^Tet/ZIC2^ clone1; and from the third set, the genes that were “left unchanged” after the elimination of DOX in control PANC-1^Tet/empty^ to eliminate the artificial change by DOX itself. 

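The 3 comparisons rest on 6 arrays, 1 for each condition, all labelled as PANC-1, an established human pancreatic cancer cell line. For the first comparison, cells were collected 96 hours after transfection with siZIC2-1, an siRNA against ZIC2, or with the control siRNA (siControl). For the second, PANC-1Tet/ZIC2 clone1 cells, which express ZIC2 when doxycycline (DOX) is withdrawn, were collected with DOX present and 48 hours after its withdrawal. For the third, PANC-1Tet/empty cells, which carry the vector without ZIC2, were collected at the same times. RNA was labelled with Cy3 and hybridised to Agilent 4 x 44K human expression arrays, and the authors read the intensity of each spot with Agilent's Feature Extraction software. In GEO's labels the sample titles name another condition than every other label field for all 6 arrays, and the conditions used here follow the other fields. The names of the arrays of the knockdown pair also carry the name of another pancreatic cancer line, KP-1N, and the title of the series names KP-4, a further line, beside PANC-1, while the labels of all 6 arrays and the paper give PANC-1; the arrays did not settle which line the pair is of. From these intensities, the log2 processed signal of each probe was expressed relative to the 75th percentile of its array, and the arrays of each comparison were subtracted. A difference was taken as a change from 2-fold, the smallest change in Fig. 3A; the paper's text does not name a threshold. A probe entered a comparison where it was well above background on at least 1 of the arrays, and a signal not above background was raised to the lowest detected signal of that array, so that the fold is a lower bound ("at least"). Of 34127 probes, 60.3% on the siZIC2-1 array to 71.0% on the Tet/ZIC2 array with DOX were well above background, and none was saturated. The 4 Tet arrays lay on one slide and the knockdown pair on another, so each comparison stayed within a slide. Agilent's software graded the extraction of both arrays of the knockdown pair as one to evaluate, and that of the other 4 as in range. With 1 array for each condition no difference has a replicate check and no p-value is given. The error given with a difference is the SD propagated from the software's own error estimate, 0.20 to 0.21 on the log2 scale for a typical probe, which covers measurement on the array and not the spread between cultures.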

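ZIC2 itself was at -3.79 on the log2 scale in siControl-transfected cells, relative to the array's 75th percentile, and not well above background in siZIC2-1-transfected cells, which is at least 3.18-fold lower. Its probe lies on chromosome 13 from 99436018 to 99436077 (NCBI36/hg18). Genes that drive entry into S phase were lower after knockdown: of 30 listed G1/S genes, 16 were at least 2-fold lower and none was higher, with E2F2, an S-phase transcription factor, at -3.69 ± 0.21, ORC1 of the origin recognition complex at -2.5 and MCM4 of the replicative helicase at -1.79. Of 29 measured G2/M genes, 6 were at least 2-fold lower and none was higher, among them BUB1B, a spindle checkpoint kinase, at -1.57 and the mitotic kinesin KIF11 at -1.55. The proliferation marker MKI67 was at -1.44 and -1.15 by 2 probes and at least 3.32-fold higher by another, which was dim in siControl cells.
The G1/S median was -1.04 and the G2/M median -0.72, both below all 10000 random lists of the same size matched on mean expression. The all-gene median in this comparison was -0.18, and 0.00 with each array scaled to its median. Of 7 measured inhibitors of cyclin-dependent kinases 3 were at least 2-fold lower, with a list median of -0.96 at the 0.36th percentile of the random lists. CDKN1A (p21) was at -1.48, CDKN2C (p18) at -1.37 and CDKN2A at -0.96. Of 24 pro-apoptotic genes 3 were higher and 3 lower (median -0.36, 4.88th percentile). The higher ones were the death receptor gene TNFRSF10B at 2.0, BBC3 (PUMA) at 1.98 and TNFSF10 (TRAIL) at 1.01, the last chosen after its values were seen. The lower ones were TNFRSF10A, another death receptor gene, at -1.74, BIK at -1.56 and BID at -1.13. Of 9 measured anti-apoptotic genes 2 were higher, XIAP at 1.14 and MCL1 at 1.03, and the median of 0.25 lay at the 90.3th percentile. In the S100 family 3 of 10 measured genes were lower, including S100A2 at -1.43 and S100P at -1.27. Of 13 measured hedgehog and GLI genes 1 was higher and 1 lower. SMO, the hedgehog signal transducer, was at -1.63 and GLI1 at -0.59. The list median of -0.32 lay at the 25.0th percentile, and was -0.10 with quantile normalization and -0.065 with normexp.
The largest increases among genes measured on both arrays were in EGR1, an immediate early transcription factor, at 5.33, and in MAFF (4.59), the chemokine CCL26 (4.25), the xenobiotic-metabolising enzyme CYP1A1 (4.11), CYHR1 (3.92), CREB5 (3.83), the clock gene NR1D1 (3.81), the stress factor ATF3 (3.75, and 1.87 by another probe) and ULK4 (3.70), with an unnamed transcript at 5.07. Among the largest decreases were those of an unnamed probe (-3.92), E2F2, TPD52L1 (-3.69, and -0.08 by another probe), WDFY1 (-3.59), the epithelial adhesion gene EPCAM (-3.55), the laminin gene LAMB3 (-3.46), BDH1 (-3.28) and CTNNBIP1 (-3.12). In total 1499 genes were at least 2-fold higher and 2105 lower, of 17614 genes measured. The split turned with the scaling: with each array scaled to its median, 2118 were higher and 1487 lower, with quantile normalization 1845 and 1610, and with normexp background correction 1097 and 1047.

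**Figure D1:**
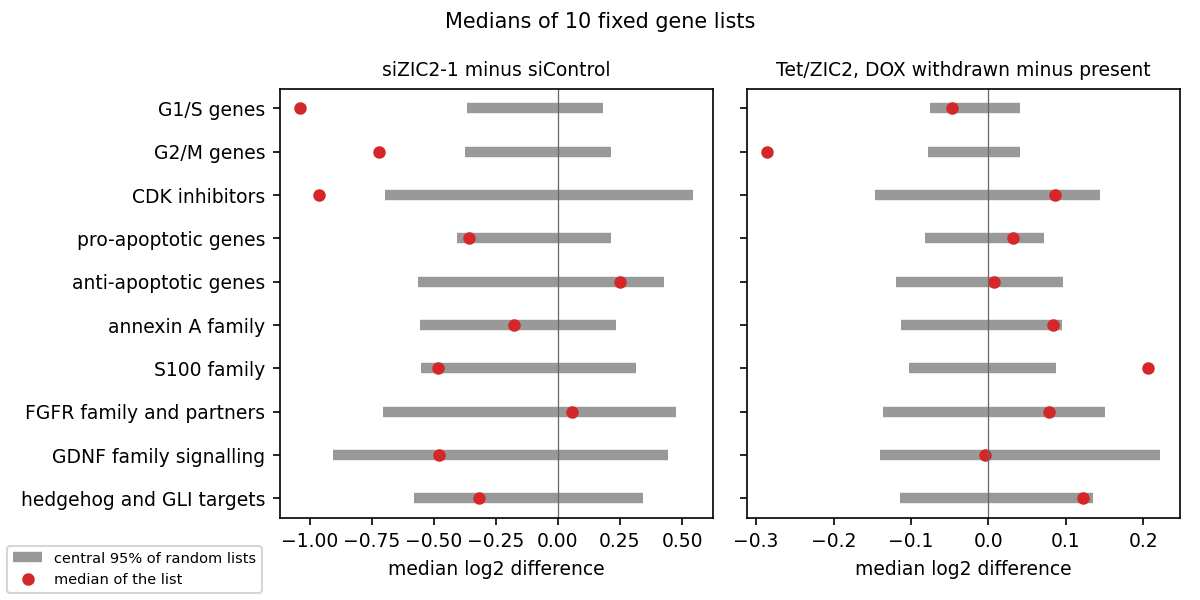
Median log2 difference (x axis) of 10 gene lists fixed before the data were examined, for siZIC2-1 minus siControl (left) and Tet/ZIC2 with DOX withdrawn minus present (right). Red points are list medians and grey bars the central 95% of 10000 random lists matched on mean expression; the x scales differ between the panels. On the left the G1/S, G2/M and CDK inhibitor points lie outside their bars, and on the right those of the G2/M and S100 lists.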

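In PANC-1Tet/ZIC2 cells the changes after DOX withdrawal were mostly increases. The ZIC2 probe itself was level, at -0.14 ± 0.21; whether the introduced ZIC2 sequence holds the part this probe reads is not given in the sources used here, so the probe checks nothing about the transgene. Among genes measured on both arrays, MSMP, which encodes a secreted microseminoprotein, was highest at 7.90 ± 0.21. It was followed by TESC (tescalcin, a calcium-binding protein) at 5.99, CHST1, a sulfotransferase, at 5.78 and the imprinted non-coding RNA H19 at 5.31. SMIM5 was at 5.09 (1.56 by another probe), CUZD1, first known from pancreatic acinar cells, and MYL10 both at 4.14, IGFL1 at 3.66, the lipolysis inhibitor G0S2 at 3.56 and the glutamate receptor gene GRIN2C at 3.47 (0.14 by another probe).
S100 calcium-binding genes were higher as a group: 3 of 12 measured members were at least 2-fold higher and none lower, and the median of 0.21 lay above all 10000 random lists. S100A4, linked to cell motility, was at 2.03, and S100A1 was at least 3.95-fold higher by a dim probe and at 0.50 by another. In the annexin A family ANXA9 was at 1.81 and ANXA6 at 0.99, with a list median of 0.08 at the 96.2th percentile, which was -0.0016 with each array scaled to its median. G2/M genes had a median of -0.29, below all random lists, although none of the 29 reached 2-fold; KIF20A and PLK1, both needed for mitosis, were at -0.43. G1/S genes stayed near 0, with a median of -0.05 at the 18.1th percentile and RRM2, a subunit of ribonucleotide reductase, lowest at -0.41. Of the CDK inhibitors CDKN1C (p57) was at 1.65 after DOX withdrawal and at -1.34 with siZIC2-1, while CDKN1A was at 0.23. BMF, a pro-apoptotic gene of the BCL2 family, was at 1.27, the only one of the 24 pro-apoptotic genes past 2-fold, and none of the 10 anti-apoptotic genes was. PTCH1, a hedgehog receptor and GLI target, was at 1.46 by one probe and -0.22 by another, and GLI1 was at 0.42.
Decreases were fewer and smaller. Among genes measured on both arrays, LOC200261 (-3.1), the transcript Z39353 (-2.57), IGFL2 (-2.19), ZNF221 (-1.96), DEFB108B (-1.96, and 0.62 by another probe), TAF15, an RNA-binding protein, at -1.91, and C17orf99 (-1.83) led them. So did 2 unnamed probes at -2.46 and -2.16 and a transcript named after a genomic clone at -1.86 (1.34 by its other probe). Of 19617 genes measured, 635 were at least 2-fold higher and 144 lower; counted on probes well above background on both arrays, 345 were higher and 48 lower. Spots at least 2-fold lower had on average 0.958 other such spots within 3 positions on the array, where random sets of as many measured spots had 0.0881, and spots at least 2-fold higher had 0.855 against 0.394.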

By comparing the chosen genes from these three independent analyses, we identified 43 up-regulated genes, as well as 2 down-regulated genes, as candidate genes downstream of ZIC2 (Figure 3A; for a validation, Supplementary Figure S2A). 

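ANXA8, FGFR3, S100A3 and CORO2A were higher with ZIC2 expressed and lower with ZIC2 knocked down. ANXA8, a calcium- and phospholipid-binding annexin, was at 1.33 ± 0.20 in Tet/ZIC2 and -1.54 ± 0.22 with siZIC2-1. Its probe (chromosome 10 from 47232965 to 47233024, NCBI36/hg18) also matches near-identical copies of ANXA8 and carries the name ANXA8L2 in the array's annotation, so the copies cannot be separated. FGFR3, a receptor tyrosine kinase, was at 1.09 ± 0.20 and -2.32 ± 0.21, and a second, dimmer FGFR3 probe gave 1.03 and a knockdown at least 1.81-fold lower. S100A3 was at 1.16 ± 0.20 and -2.38 ± 0.20, and CORO2A, an actin-binding coronin, at 2.23 ± 0.21 and -1.23 ± 0.21, with 3.44 and -0.85 by its other probe. In Tet/empty these 4 probes lay between -0.08 and 0.06. FGFR1 and FGFR2 did not follow FGFR3: FGFR1 was at -0.02 (0.13 by another probe) and 0.42, and FGFR2 at 0.06 (-0.03 by another probe) and 0.29. FGFR4 had the same signs as FGFR3 but stayed under 2-fold, at 0.23 and -0.24.

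**Figure D2:**
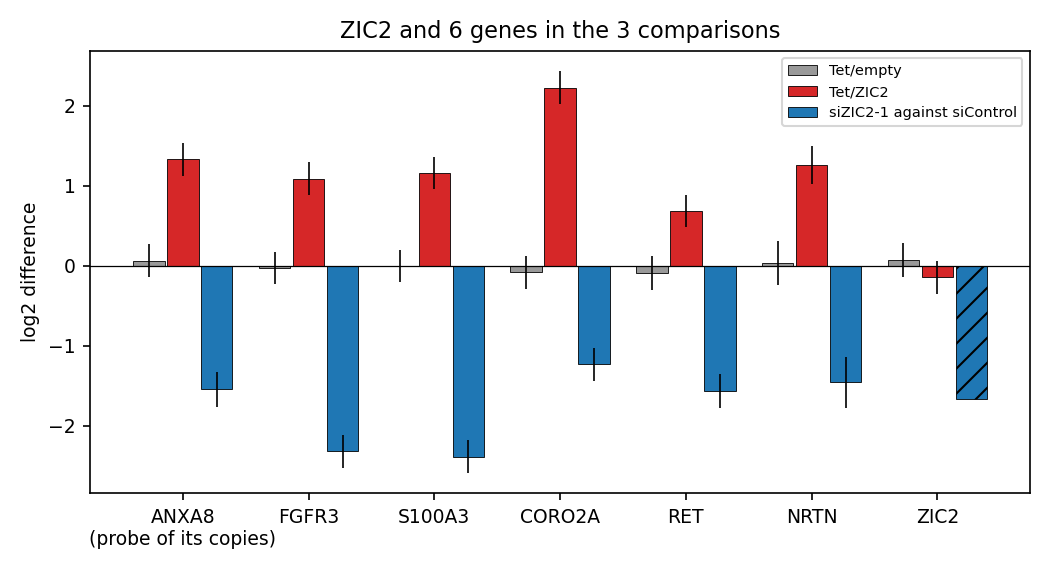
Log2 difference (y axis) of ZIC2 and 6 genes in Tet/empty (grey) and Tet/ZIC2 (red), DOX withdrawn minus present, and for siZIC2-1 minus siControl (blue). Bars are single differences between 2 arrays, error bars the SD propagated from the software's error estimate, and hatching marks a lower bound (no error bar). The 6 genes lie above 0 in Tet/ZIC2, below 0 with siZIC2-1 and within 0.09 of 0 in Tet/empty.

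Taking a probe at least 2-fold higher in Tet/ZIC2, at least 2-fold lower with siZIC2-1 and not 2-fold changed in Tet/empty gave 82 genes (88 probes). The opposite directions gave 5 genes. A probe without a Tet/empty difference was counted as unchanged there, as for ABAT and CST1, which were below background on both Tet/empty arrays. Among the 82 were the complement gene C3 (1.53 in Tet/ZIC2 and -2.3 with siZIC2-1), the tetraspanin CD82 (1.24 and -2.7), the cytokine subunit EBI3 (1.29 and -2.63), the netrin receptor UNC5B (3.47 and -1.42), the membrane-type protease MMP15 (1.11 and -1.63), FOXS1 (3.03 and -1.98) and RIN3 (1.08 and -2.91). The 5 genes the other way were TAF15, DIPK1A (named FAM69A in the array's annotation; by 1 of its 2 probes, -1.71 and 1.58), GDA, MIA and TIFAB. Of the 82, 42 stand in Fig. 3A, and all 42 were well above background on all 4 arrays of both comparisons. Of the other 40, 5 were so measured, among them STRA6, a retinol transporter (1.39 and -1.01), ABTB1 (1.64 and -1.01) and the collagen gene COL9A3 (1.0 and -1.42). The remaining 35 were below background on at least 1 array and have a lower bound there, among them CD24, KLK7, CRABP1, CIITA, ITGA1, TRIM29, BACE1, CSPG4 and TNNT2. Of the 21233 probes measured in both comparisons, 90 were higher in Tet/ZIC2 and lower with siZIC2-1, where independent lists would share 34.1; 36 were higher in both (24.6), 5 lower and then higher (2.87) and 3 lower in both (3.97). Over all these probes, which are not independent replicates, the differences had a Pearson correlation of -0.049.

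**Figure D3:**
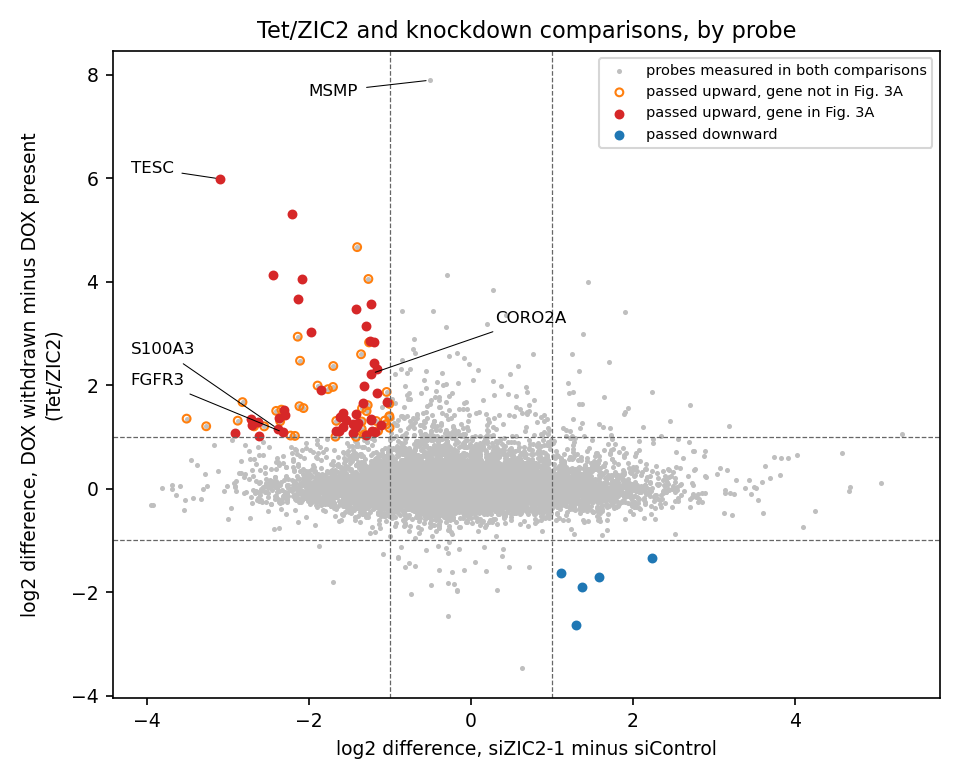
Log2 difference of each probe for siZIC2-1 minus siControl (x axis) against DOX withdrawn minus present in Tet/ZIC2 (y axis); dashed lines mark 2-fold. Red and open orange points are probes of the 82 genes, in Fig. 3A or not, and blue points the 5 genes the other way. Red and orange points fill the upper left and MSMP stands at 7.90 and -0.50, within the 2-fold lines for the knockdown.

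Alternatives moved the count of 82 more than 1.5 times: 47 genes with only probes well above background on both arrays of each comparison, 22 with normexp background correction, 229 with no filter on dim probes and no floor, 281 at 1.5-fold, 14 at 3-fold and 15 with conditions by the sample titles. The paper takes as candidates downstream of ZIC2 the genes of its Fig. 3A, which changed with knockdown and with induction and stayed unchanged in Tet/empty. The Tet/empty set was meant to remove changes made by DOX itself.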

From the list, we chose *ANXA8*, *FGFR3*, *S100A3* and *CORO2A* and confirmed that their expression levels were indeed up-regulated by the transient transfection of the FLAG-tagged ZIC2 (FLAG-ZIC2) expression vector in either PANC-1 or KP-4 cells (Figure 3B).

**Figure 3:**
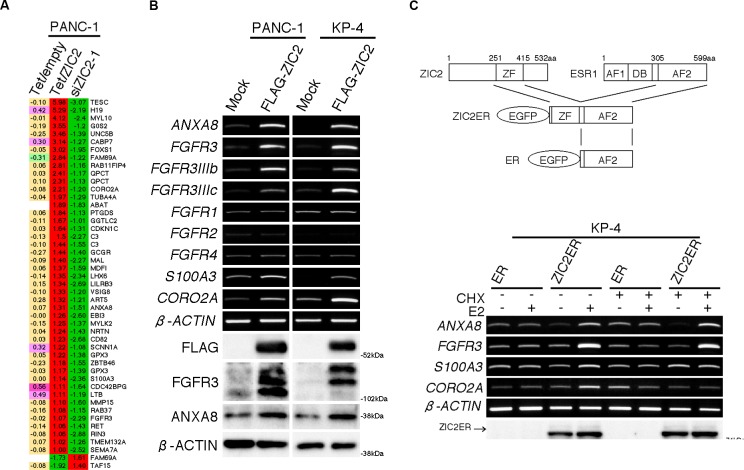
ZIC2 up-regulates ANXA8 and FGFR3 **A**, Comparative presentation of three sets of the expression microarray analysis. Tet/empty, the genes of PANC-1^Tet/empty^ cells not changed by the DOX elimination; Tet/ZIC2, the genes of PANC-1^Tet/ZIC2^ cells changed by the DOX elimination; siZIC2-1, the genes of PANC-1 cells changed by siZIC2-1-treanfection, which was normalized by siControl transfection. The numbers are on the log2 scale. **B**, RT-PCR and immunoblot analyses of PDAC cells transiently transfected with either a FLAG-tagged ZIC2 expression vector or an empty (Mock) vector. **C**, Schematic of the transgenes (*upper panel*) and RT-PCR / immunoblot analysis (*lower panel*) of KP-4 cells, which were transiently transfected with either ZIC2ER or a control ER vector. *CHX*, cycloheximide; *E2*, β-estradiol.

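In Tet/empty cells most genes differed little between the arrays with DOX present and 48 hours after its withdrawal. The central 95% of 18451 genes detected on both arrays lay between -0.61 and 0.26 on the log2 scale. The exceptions went mainly downward: 616 of 19785 genes measured were at least 2-fold lower and 123 higher. Among genes measured on both arrays the lowest were OAS2, ICA1 and an unnamed transcript at -4.06. OAS2, an antiviral enzyme gene, was at -4.69 by 1 probe and at -0.04 and 0.26 by the others. ICA1, a gene of secretory cells, was at -4.47, with the other probe at least 1.39-fold lower. The highest of the genes measured on both were the transcript AY203951 at 2.4, CLPSL1, a colipase-like gene, at 2.38 and an unnamed probe at 2.10. Gene groups stayed close to 0: the G1/S median was -0.02, the G2/M median 0.01 and the interferon response median 0.02, with 0, 0 and 1 members past 2-fold. Of the 619 probes at least 2-fold lower, 592 were brightest on the array with DOX present among the 4 Tet arrays, and in Tet/ZIC2 the same probes had a median difference of 0.01. These spots lay close to one another on the array, with 3.28 other such spots within 3 positions on average, where 1000 random sets of as many measured spots had 0.290 to 0.521. The 85 spots of genes higher in Tet/ZIC2 and lower with siZIC2-1 had 0.0235 neighbours among themselves, with 0 to 0.188 in random sets. Whether they lie among clustered spots was not counted. The neighbour count does not answer this, because only 85 spots would have few neighbours among themselves either way. Quantile normalization gave 485 genes lower and 180 higher. Without the Tet/empty arrays, an alternative chosen after seeing the data, 84 genes passed upward and 5 downward.

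**Figure D4:**
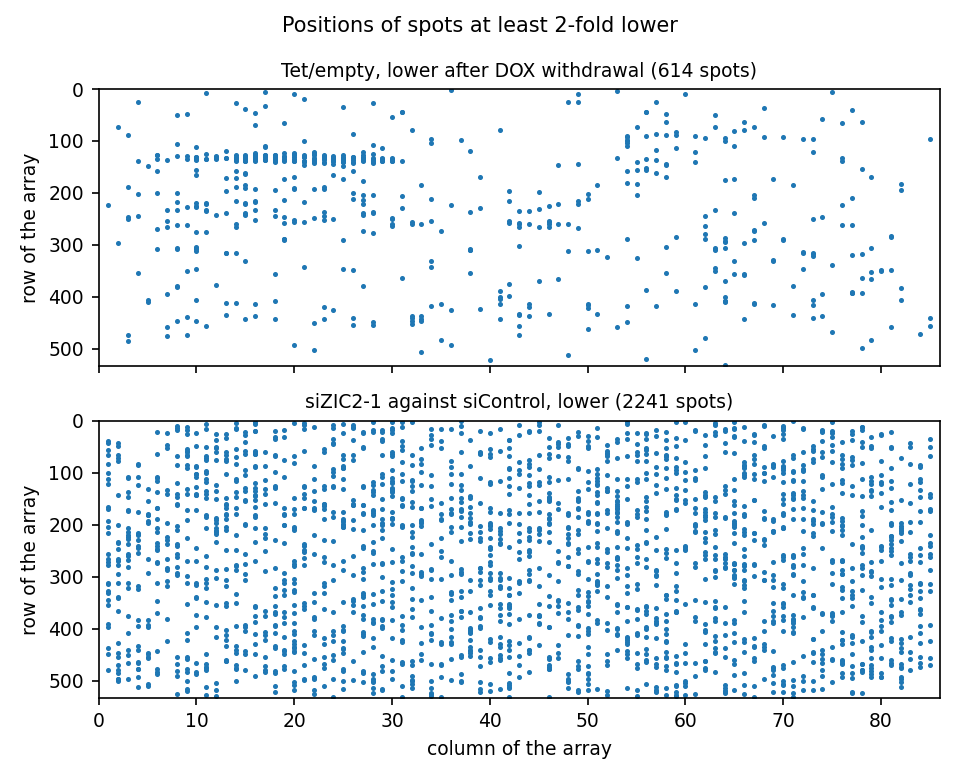
Row (y axis) and column (x axis) on the array of each spot at least 2-fold lower in Tet/empty after DOX withdrawal (top, 614 spots) and with siZIC2-1 (bottom, 2241 spots), leaving out probes spotted more than once. In the top panel the spots form a band across part of the array, and in the bottom panel they are spread over it.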

Next, we transiently transfected KP-4 cells with either the chimeric gene *ZIC2ER*, which consisted of the EGFP-tagged DNA-binding (zinc-finger) domain of human *ZIC2* and the AF2 domain of the mouse *Esr1*, or its control EGFP-tagged AF2 domain (*ER*; illustration of the chimeric genes in Figure 3C, *upper panel*). The former, not the latter, was expected to rapidly up-regulate the expression of downstream genes upon treatment with β-estradiol (E2), as we previously reported [9, 10]. Indeed, E2 treatment up-regulated the expression of these four genes only in the *ZIC2ER*-transfected cells (Figure 3C). Furthermore, the up-regulation of *ANXA8* and *FGFR3* but not *S100A3* and *CORO2A* was also observed even in the presence of cycloheximide (CHX), indicating that the up-regulation of *ANXA8* and *FGFR3* was not dependent on new protein synthesis (Figure 3C). We also confirmed the up-regulation of *ANXA8* and *FGFR3* in ZIC2-transduced HPNE cells (Supplementary Figure S2B). This evidence indicated that *ANXA8* and *FGFR3* were downstream of ZIC2.

The *FGFR* gene family of receptor tyrosine kinases is known to regulate the cellular proliferation of a variety of cancers, including PDAC [21]. *ANXA8* is a member of the super gene family encoding calcium- and phospholipid-binding proteins, which participate in various cellular functions, including calcium signaling, vesicle trafficking, cell division, growth regulation and apoptosis [22]. Recently, *ANXA8* was reported to be up-regulated in PDAC tissue [23] and to suppress the apoptotic cell death of PDAC cells [24]. Therefore, we examined *FGFR3* and *ANXA8* as a downstream target of ZIC2 in PDAC cells.

Recently a comprehensive analysis of the ZIC2-binding domain revealed that ZIC2 preferentially binds to a transcriptional enhancer, the majority of which are located outside of the transcription start site [25]. Indeed, we found that ZIC2 did not activate the luciferase reporter constructs harboring up to 4kb DNA fragments of the 5′ flanking sequence from transcription start sites of *FGFR3* and *ANXA8* genes (data not shown), leaving the possibility that the distant enhancer of the *FGFR3* and *ANXA8* genes might be responsible for ZIC2-dependent up-regulation.

The other members of *FGFR*, such as *FGFR1*, *FGFR2* and *FGFR4*, were not changed by FLAG-ZIC2 transfection (Figure 3B). The up-regulation of both *RET* and its ligand *Neurtrin* (*NRTN*) was intriguing (Figure 3A and Supplementary Figure S2A), but the expression of *RET* and its co-receptor *GFRA1* were detected only in a few limited PDAC cell lines (Supplementary Figure S3). Therefore, we considered that the NRTN-RET axis might not be a major pathway in PDAC cells.

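RET, the receptor tyrosine kinase of the GDNF ligand family, and NRTN (neurturin), one of those ligands, were both higher with ZIC2 expressed and lower after knockdown. One RET probe (chromosome 10 from 42942219 to 42942278, NCBI36/hg18) was at 0.68 ± 0.21 in Tet/ZIC2 and -1.56 ± 0.22 with siZIC2-1, and the second (from 42945260 to 42945319) at 1.08 ± 0.21 and -1.46 ± 0.25. The NRTN probe (chromosome 19 from 5779120 to 5779179) was at 1.26 ± 0.24 and -1.46 ± 0.31. In Tet/empty the 3 probes were at -0.09, -0.14 and 0.04. Among the co-receptors, GFRA2 was at 0.69 in Tet/ZIC2 and -0.54 with siZIC2-1, and GFRA1 at -0.06 and -0.47, with 1.08 in Tet/ZIC2 by its other, dimmer probe. Both GFRA1 and GFRA2 were well above background on all 6 arrays by at least 1 probe. The ligands ARTN and PSPN, at -0.15 and 0.05 in Tet/ZIC2 and at -0.18 and 0.41 with siZIC2-1, did not reach 2-fold. As a group the 7 GDNF family genes measured in the knockdown had a median of -0.48 (26.1th percentile of random lists), which was -0.079 with quantile normalization and -0.029 with normexp background correction. The 8 measured in Tet/ZIC2 had a median of -0.0045 (41.2th percentile).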

### Up-regulation of ANXA8 and FGFR3 is GLI-independent

It was reported that ZIC2 interacts with GLI1 to enhance the nuclear translocation and transcription activity of GLI1 [13, 14], indicating a supportive role of ZIC2 in GLI1-target gene expression. Thus, we examined whether ZIC2 up-regulates *ANXA8* and *FGFR3* in a GLI-dependent manner. First, we employed human PDAC cell lines PA-TU-8988T and PA-TU-8902, which expressed GLI1 and GLI2 at very low levels (Figure 4A, *left panel*). The expression of *ANXA8* and *FGFR3* was reduced by *ZIC2*-knockdown without an obvious suppression of *GLI1* and *GLI2* (Figure 4A) and was conversely increased by a transient transfection of FLAG-ZIC2 (Figure 4B). Next, using PANC-1 and KP-4, which highly expressed GLI1 and GLI2 (Figure 4C, *left panel*), we found that the *ZIC2* transfection further increased the expression of *ANXA8* and *FGFR3* in the context of double-knockdown of *GLI1* and *GLI2* (Figure 4C). The change of *ANXA8* and *FGFR3* was in contrast to *MUC5AC*, which we previously reported as a direct target gene of GLI1 and GLI2 [9]. This evidence suggested that ZIC2 up-regulates *ANXA8* and *FGFR3* in a GLI-independent manner.

**Figure 4:**
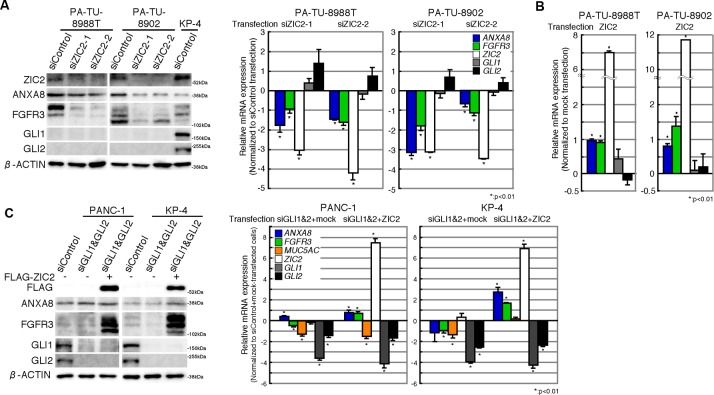
Up-regulation of ANXA8 and FGFR3 is GLI -independent **A**, Immunoblot (*left*) and qRT-PCR (*right*) analyses of GLI low-expressing PDAC cells (PA-TU-8988T and PA-TU-8902) transiently transfected with indicated siRNAs. The immunoblot of GLI high-expressing KP-4 cells is also shown as a comparison. The RT-PCR data were normalized to that of siControl transfectants and are shown on the log2 scale. *Columns*, the mean values of three independent experiments; *bars*, SD. **B**, qRT-PCR analysis of GLI low-expressing PDAC cells transiently transfected with either a FLAG-ZIC2 expression vector or an empty (Mock) vector. The data were normalized to that of mock vector transfectants and are shown on the log2 scale. *Columns*, the mean values of three independent experiments; *bars*, SD. **C**, Immunoblot (*left*) and qRT-PCR (*right*) analyses of GLI high-expressing PDAC cells (PANC-1 and KP-4) transiently transfected with either siRNAs for a GLI1/2-double knockdown (siGLI1&siGLI2) or a control siRNA (siControl) in conjunction with FLAG-ZIC2 (+) or a mock control vector (−). In qRT-PCR analysis, the data were normalized to that of siControl plus a mock control expression vector transfectants and are shown on the log2 scale. *Columns*, the mean values of three independent experiments; *bars*, SD.

### ZIC2 enhances FGFR3-dependent phosphorylation of ERK

While *FGFR1*, *FGFR2* and *FGFR4* are frequently over-expressed in PDAC and are well recognized to enhance cellular proliferation *via* several downstream pathways, including the RAS-MAPK-ERK pathway [21], the effect of FGFR3 in PDAC cells is controversial. Lafitte *et al*. reported that the forced expression of *FGFR3* enhanced the cellular proliferation in a vimentin-rich “mesenchymal” type of PDAC cell *via* the MAPK pathway, while it suppressed the cellular proliferation in an E-cadherin-rich “epithelial” type of PDAC cell [26]. We found that splicing variants of *FGFR3* (“mesenchymal” type PDAC-expressing *FGFR3-IIIb* and “epithelial” type PDAC-expressing *FGFR3-IIIc*) were both up-regulated by FLAG-ZIC2 transfection (Figure 3B). By the transient transfection of the expression vector of *FGFR3-IIIb* splice variant of human *FGFR3* gene, we also found that the FGFR3 up-regulation increased the phosphorylation of FGFR3 itself and ERK in both “epithelial” type PA-TU-8902 and “mesenchymal” type PANC-1 (Figure 5A; Supplementary Figure S4 for *E-cadherin* / *vimentin* expression profile of PDAC cell lines), indicating the impact of FGFR3 on the MAPK pathway in our experimental system.

**Figure 5:**
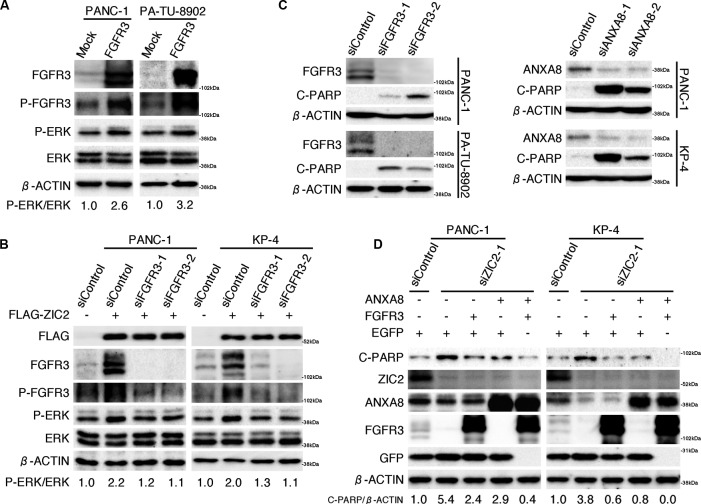
ANXA8 and FGFR3 cooperatively rescue PDAC cells from apoptotic cell death triggered by ZIC2 knockdown **A**, Immunoblot analysis of PDAC cells transiently transfected with either an FGFR3-IIIb variant of the human *FGFR3* expression vector (FGFR3) or an empty (Mock) control vector. The ratio of phosphorylated ERK versus ERK protein was semi-quantified using NIH Image software. **B**, Immunoblot analysis of PDAC cells transiently transfected with either *FGFR3*-specific siRNAs (siFGFR3-1, siFGFR3-2) or a control siRNA (siControl) in conjunction with either FLAG-ZIC2 (+) or an empty (Mock) vector (−). **C**, immunoblot analysis of PDAC cells transiently transfected with either *FGFR3*-specific*, ANXA8*-specific (siANXA8-1, siANXA8-2) or control siRNAs. **D**, Immunoblot analysis of PDAC cells transfected with either siZIC2-1 or siControl in conjunction with the indicated expression vectors (EGFP, FGFR3 and ANXA8). The DNA amounts of transfected expression vectors were equalized using the EGFP expression vector.

Next, to examine the effect of ZIC2 on the FGFR3-MAPK pathway, we transiently transfected PANC-1 and KP-4 with the FLAG-ZIC2 expression vector in conjunction with either *FGFR3*-specific siRNAs or a control siRNA. We found that the forced expression of *ZIC2* enhanced the phosphorylation of FGFR3 and ERK, coincident with the increased expression of FGFR3. We also found that the *ZIC2*-enhanced phosphorylation of ERK returned to the original levels by *FGFR3* knockdown (Figure 5B). We cannot say, however, whether the expression of *FGF1* and *FGF2* (Figure 3B), ligands of FGFR, or a “molecular crowding” of FGFR3 might intrinsically stimulate FGFR3 signaling [21], this question should be investigated in the future.

### ANXA8 and FGFR3 cooperatively rescue PDAC cells from apoptotic cell death triggered by ZIC2 knockdown

The activation of the MAPK-ERK pathway has been known to regulate PDAC apoptosis [27]. Indeed, we found that *FGFR3* knockdown increased cleaved PARP levels in both PDAC cell lines (Figure 5C, *left panel*). Recently, *ANXA8* was reported to be up-regulated in PDAC tissue [23] and to suppress PDAC cell apoptosis [24]. In agreement with this result, we also found that *ANXA8* knockdown led to increased cleaved PARP levels (Figure 5C, *right panel*). Given that *ZIC2* knockdown led to apoptotic cell death, we considered the possibility that FGFR3 or ANXA8 prevents the apoptotic cell death induced by *ZIC2* -knockdown. We transiently transfected PANC-1 and KP-4 with the expression vectors for *ANXA8* or *FGFR3* in conjunction with siRNA for *ZIC2* -knockdown. We found that the forced expression of either *ANXA8* or *FGFR3* alone could slightly but not completely reduce the cleaved PARP induced by *ZIC2*-knockdown, while co-transfection of these two genes showed a better suppression of cleaved PARP (Figure 5D). This evidence suggested that ZIC2 over-expression regulated apoptotic cell death of PDAC cells through the up-regulation of ANXA8 and FGFR3.

### ZIC2 expression correlates with ANXA8 and FGFR3 expression and Ki-67 labeling index in pancreatic tissue

Finally, we examined the expression of ZIC2, ANXA8, FGFR3 and the cell proliferation marker Ki-67 in PanIN and PDAC by immunohistochemistry. To evaluate the expression of ZIC2, ANXA8 and FGFR3, we used a semi-quantitative scoring of the staining intensity on a three-tiered scale (negative, 0; weak, 1; strong, 2) and statistical analysis as previously shown [9, 10]. ZIC2 was not detectable in the normal pancreatic duct, but was faintly expressed in the low-grade PanIN, then increased in the high-grade PanIN and PDAC cells (Figure 6A and Supplementary Table S1). The expression levels of ANXA8 and FGFR3 were also faintly detectable in the normal duct; however, their expression gradually increased along with ZIC2 expression (Figure 6A and Supplementary Tables S2 and S3). Spearman's rank correlation analysis revealed positive correlations between ZIC2 and its target genes (Figure 6B, 6C). The Ki-67 labeling index was 0.5-3% in the normal duct and low-grade PanIN; then it increased to 9-19% and 34% in the high-grade PanIN and PDAC, respectively (Figure 6A and Supplementary Table S4). Spearman's rank correlation analysis also revealed positive correlations between ZIC2 expression and Ki-67 labeling index (Figure 6D).

**Figure 6:**
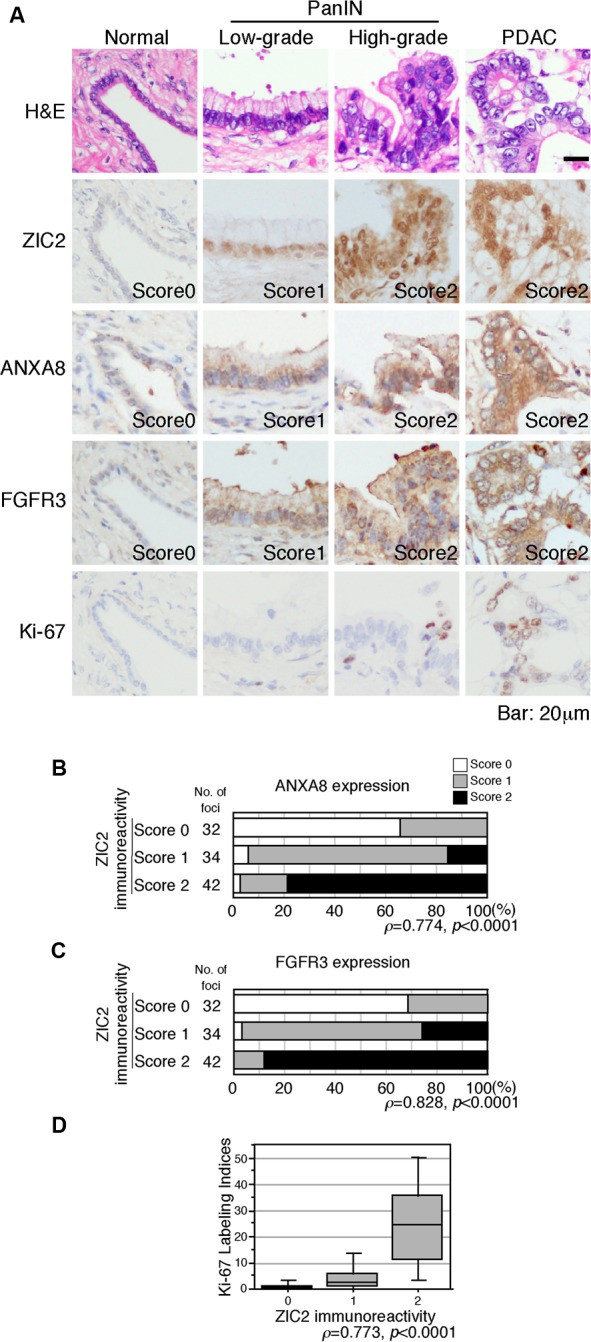
Immunohistochemical analysis of the pancreas harboring PDAC **A**, H&E and immunohistochemical staining of precancerous pancreatic intraepithelial lesion (PanIN) and PDAC. Staining intensities of ZIC2, ANXA8 and FGFR3 were semi-quantitatively scored as negative, 0; weak, 1; strong, 2. Labeling index of Ki-67 staining was calculated by counting over 100 cells per lesion. *Bar*, 20μm. Statistical analyses are provided in Supplementary Tables S1-S4. **B** and **C**, Correlation between ZIC2 and ANXA8 (B) or FGFR3 (C) expression. D, Correlation between ZIC2 expression and the Ki-67 labeling index.

## DISCUSSION

The dysregulated expression of GLI1 and GLI2 plays a crucial role in the development and progression of many types of human cancers, including PDAC [5-7]. To fully activate the transcription activity of GLI, a multistep molecular mechanism is required [28]: for instance, we reported that the *SIL* / *STIL*-mediated derepression from Suppressor-of-Fused is involved during PDAC development [29]. It was previously reported that ZIC and GLI bind to similar DNA sequences *in vitro* [2] and that ZIC enhances the nuclear accumulation and transcriptional activity of GLI proteins [13, 14], suggesting a supportive role for ZIC in the activation of the GLI target expression. However, knowledge regarding the role of ZIC in cancer is limited: ZIC1 was reported as a tumor -suppressor in gastric [30] and colorectal cancers [31] because of its down-regulated or silenced expression due to the promoter hypermethylation, while another group showed that ZIC1 is over-expressed and plays an oncogenic role in liposarcoma [32]. ZIC2 expression was revealed to correlate with a worse clinical course of ovarian cancer [18] and oral cancer patients [20], while the molecular mechanism of ZIC2 expression in adult tumor cells and worse prognosis were not fully understood.

In the present study, we revealed that ZIC2 is uniquely expressed in PDAC cells and regulated the cellular proliferation and apoptotic cell death of PDAC cells through the up-regulation of *FGFR3* and *ANXA8* expression. Furthermore, using GLI high- and low-expressing PDAC cell lines, we revealed that the up-regulation of those genes occured in a GLI-independent manner. This evidence highlights the unique role of ZIC2 in the regulation of PDAC cell apoptosis.

In a variety of human malignancies, FGFR signaling is activated by several molecular mechanisms [21]. For instance, some cases of bladder cancer harbor the mutated *FGFR3* gene, leading to the ligand-independent dimerization or enhanced kinase activity of FGFR3 [28]. In the present study, we found that the forced expression of *ZIC2* induced the up-regulation of both splice variants of *FGFR3* (*FGFR3-IIIb* and *IIIc*) (Figure 3B) and that *FGFR3* knockdown induced apoptotic cell death in both the “epithelial” and “mesenchymal” types of PDAC (Figure 5C). Therefore, we currently speculate that a physiological or “*ZIC2*-inducible” level of FGFR3 might contribute the regulation of apoptotic cell death, even in the “epithelial” type of PDAC, or that the combined up-regulation with *ANXA8* can prevent the suppressive effect of overexpressed FGFR3 on the cell proliferation of the “epithelial” type of PDAC.

*ANXA8* belongs to a vertebrate “A subgroup” of the annexin superfamily coding a calcium- and membrane-binding protein. The “A subgroup” consists of at least twelve members (A1-A11and A13), all of which are suspected to be involved in tumor development [22]. *ANXA8* has been reported to be up-regulated in BRCA1-related breast cancer [33] and PDAC [23]. It was also revealed that that the forced expression of *ANXA8* increased the BrdU incorporation of PANC-1 cells and *ANXA8* knockdown conversely induced apoptotic cell death [22]; however, the regulatory mechanism of *ANXA8* expression is unknown. Here, we showed that *ANXA8* as well as *FGFR3* were downstream of ZIC2 in PDAC cells. Unfortunately, we failed to identify the ZIC2-binding site(s) within up to 4kb DNA fragment of the 5′ flanking sequence from transcription start sites of the *ANXA8* and *FGFR3* genes. Recently, Luo *et al*. performed ZIC2 chromatin immunoprecipitation and sequence (ChIP-seq) analysis in mouse ES cells and revealed that ZIC2 occupied enhancers, the majority of which, however, did not overlap with a transcription start site and instead resided within a gene or upstream / downstream of the gene [25]. This report might suggest the possibility of the presence of the ZIC2-binding site(s) outside of the genomic region that we examined in the present study.

To the best of our knowledge, the mechanism(s) underlying ZIC2-overexpression in cancer cells is currently unknown, which should be investigated in the future.

In conclusion, our evidence uncovered the indispensable and unique role of ZIC2 in PDAC in regulating cell proliferation and apoptotic cell death *via* GLI-independent downstream genes, underlining ZIC2 as a potential therapeutic target in PDAC patients.

## MATERIALS AND METHODS

### Cells, plasmid vectors and siRNAs

The immortalized normal pancreatic epithelial cells, hTERT-HPNE cells, were purchased from the ATCC. The origins of the other human PDAC cell lines and the methods for their authentication were previously described [10]. PANC-1^Tet/ZIC2^ clone1, clone2 and their control PANC-1^Tet/empty^ were established from human PDAC cell line PANC-1 using a tetracycline-regulated (Tet-off) system according to the manufacturer's instructions (Clontech). Doxycycline (DOX) was used as a regulator of the Tet-off system. The expression vectors for the chimeric gene *ZIC2ER* and its control *ER*, *ANXA8* and *FGFR3* were generated by PCR -amplification and cloning into the pcDNA 3.1 expression vector (Invitrogen). The plasmid vector for the construction of FLGA-ZIC2 and LacZ-expressing lentivirus (CSII-CMV-MCS-IRES2-Bsd) was kindly gifted by Dr. Hiroyuki Miyoshi (RIKEN BRC, Japan). To knock -down *ZIC2*, *ANXA8* and *FGFR3*, 21-nucleotide duplex siRNAs were synthesized as follows (Nippon Gene, Japan): siZIC2-1, 5′-GAAGAGCUGCAACAAAACUTT-3′ and 5′-AGUUUUGUUGCAGCUCUUCTT-3′; siZIC2-2, 5′-GUGCGAGUUUGAGGGCUGUTT-3′ and 5′-ACAGCCCUCAAACUCGCACTT-3′; siANXA8-1, 5′-CCCAAAACCUCCACAGCUATT-3′ and 5′-UAGCUGUGGAGGUUUUGGGTT-3′; siANXA8-2, 5′-AGGAGGGUGUCAUCAUUGATT-3′ and 5′-UCAAUGAUGACACCCUCCUTT-3′; siFGFR3-1, 5′-CACCCUACGUUACCGUGCUTT-3′ and 5′-AGCACGGUAACGUAGGGUGTT-3′; and siFGFR3-2, 5′-ACUGCACACACGACCUGUATT-3′ and 5′-UACAGGUCGUGUGUGCAGUT-3′. The following duplexes were used as a control: siControl 5′-GACAACGACGAAAGAUACUTT-3′ and 5′-AGUAUCUUUCGUCGUUGUCTT-3′. The siRNAs for GLI1 (siGLI1) and GLI2 (siGLI2) were previously reported [34].

### Antibodies and real-time PCR analyses

The antibodies used were as follows: anti-ZIC2 antibody (ARP35821, Aviva Systems Biology); anti-GLI2 antibody (sc-271786; Santa Cruz Biotechnology), anti-p-FGFR-3 (Tyr724) antibody (sc-33041, Santa Cruz Biotechnology); anti-GLI1 L42B10 antibody, anti-FGFR3 C51F2 antibody, anti-p44/42 MAPK 137F5 antibody, anti-phospho-p44/42 MAPK 20G11 antibody, anti-cleaved PARP D64E10 antibody (Cell Signaling); anti-FLAG M2 antibody, anti-β-actin AC-74 antibody (SIGMA); and anti-ANXA8 antibody (GTX103853, GenTex). The methods for the real-time PCR (qRT-PCR) analyses were previously described [10]. All data were analyzed in triplicate.

### cDNA microarray analysis

Total RNA was purified using the RNeasy mini kit (Qiagen) from PANC-1^Tet/ZIC2^ clone1 and PANC-1^Tet/empty^ before and 48 hours after DOX elimination. Total RNA was also extracted from PANC-1 cells transfected with either siZIC2-1 or siControl siRNA for 96 hours. Gene expression was analyzed using Agilent 4x44K cDNA microarray (Agilent Technologies) according to the manufacturer's protocol. Microarray data are available from the NCBI Gene Expression Omnibus (GEO) database (GSE39704).

### Cell proliferation and FACS analysis

To quantify cell numbers, Cell Titer 96(R) Aqueous One Solution (Promega) was used. Cell cycle distributions were analyzed using a Click-iT® EdU Alexa Fluor® 488 Flow Cytometry Assay Kit (Life Technologies) or propidium iodide (PI) staining. The stained cells were counted using FACSCanto II flow cytometer (BectonDickinson). All data were analyzed in triplicate.

### Anchorage-independent growth analysis

Lentiviral-transduced HPNE cells were cultured in a soft -agar. The number of cells in the soft -agar was measured using a Cytoselect 96-well cell transformation assay (Cell Biolabs Inc., USA) according to the manufacturer's protocol.

### Immunohistochemical analysis

Twenty PDAC cases were selected for the study based on the availability of tissue samples from the archives of the Department of Pathology at the Aichi Medical University Hospital. Sample use was approved by the Institutional Ethical Review Board. Serial sections from formalin-fixed, paraffin-embedded tissue samples were subjected to the hematoxylin and eosin (H&E) staining and immunohistochemical staining. The staining intensities of ZIC2, ANXA8 and FGFR3 were semi-quantitatively scored using a three-tiered scale and statistically analyzed using a Mann–Whitney U test. For the analysis of Ki-67 staining, a labeling index was calculated by counting at least one hundred of cells in the lesion. The correlations between ZIC2, ANXA8, FGFR3 expressions and Ki-67 labeling index were estimated using Spearman's correlation coefficient. P-values of <0.05 were considered statistically significant. StatView 5.0 (SAS Institute Inc.) was used for statistical analyses.

## SUPPLEMENTARY MATERIAL FIGURES AND TABLES

# Supplementary material for: Addiction of pancreatic cancer cells to zinc-finger transcription factor ZIC2
**Source:** Oncotarget. 2015 Jul 22;6(29):28257–68. doi: 10.18632/oncotarget.4960
**Supplement:** Supplementary file 1

# Addiction of pancreatic cancer cells to zinc-finger transcription factor ZIC2

## Supplementary Material

Supplementary Figure S1

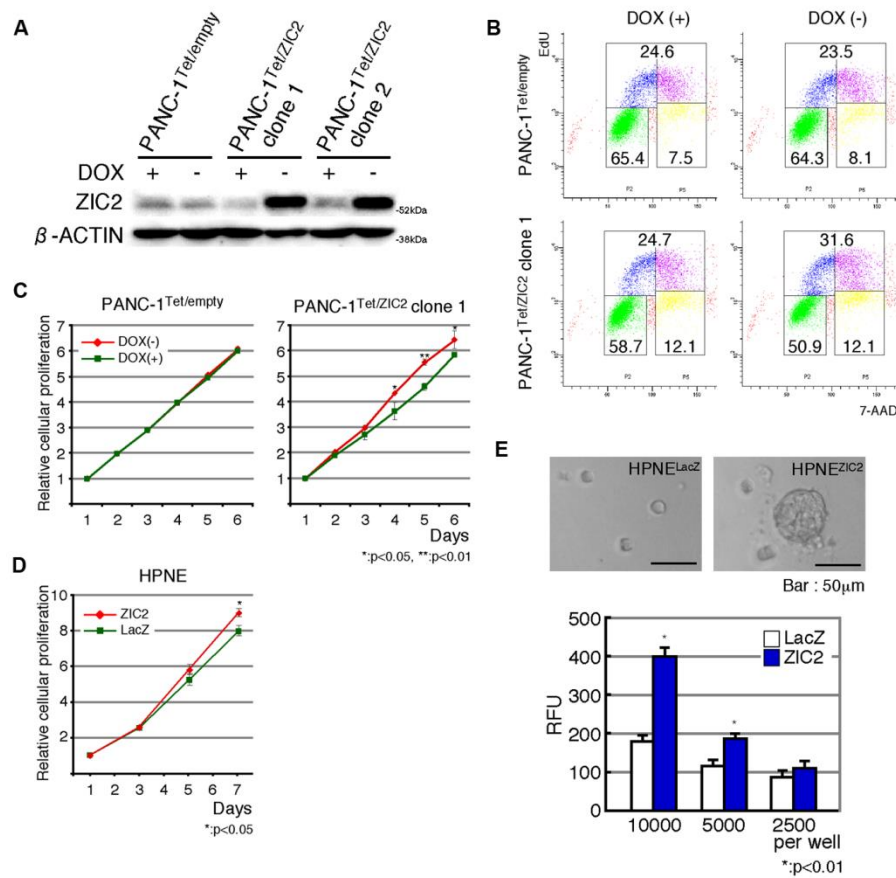

Supplementary Figure S2

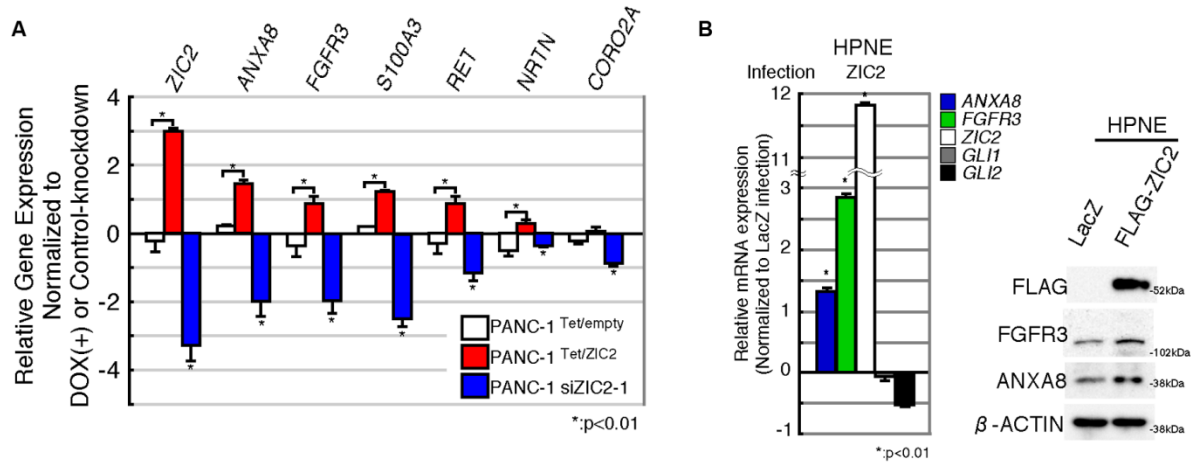

Supplementary Figure S2

(A) qRT-PCR analysis for a validation of the microarray analysis.

(B) qRT-PCR analysis (left) and immunoblot analysis (right) of HPNE cells, in which either FLAG-ZIC2 or a control LacZ were lentivirally transduced.

Supplementary Figure S3

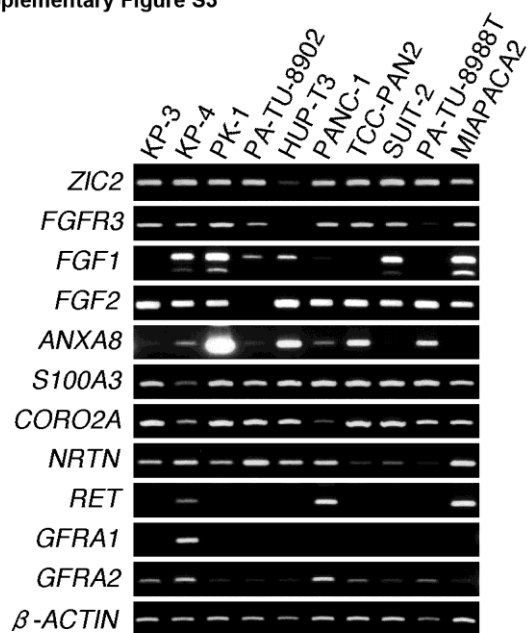

Supplementary Figure S3  
RT-PCR analysis of human PDAC cell lines

Supplementary Figure S4

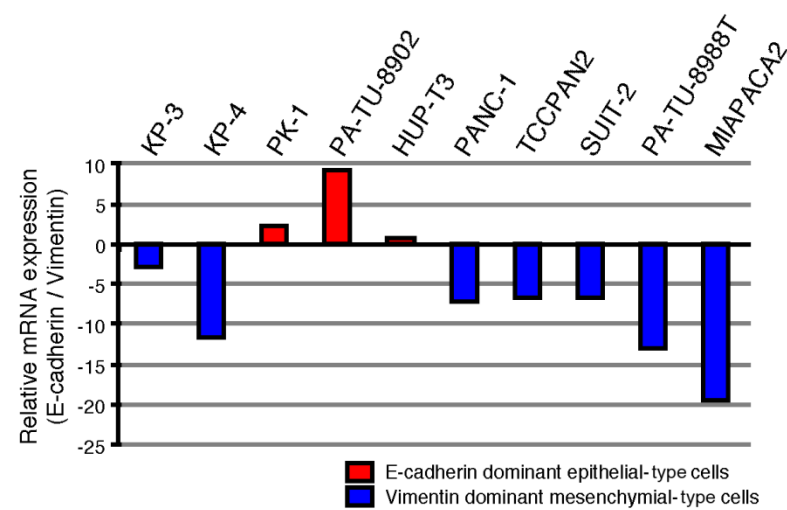

**Supplementary Figure S4**  
qRT-PCR analysis of human PDAC cell lines.

Supplementary Table S1. ZIC2 expression in Pancreatic Lesions

|          | Number of foci | ZIC2 immunoreactivity |           |           | <i>P</i> value |
|----------|----------------|-----------------------|-----------|-----------|----------------|
|          |                | Score 0               | Score 1   | Score 2   |                |
| Normal   | 26             | 23 (88.5)             | 3 (11.5)  | 0 (0)     | -              |
| PanIN-1A | 15             | 6 (40.0)              | 7 (46.7)  | 2 (13.3)  | <0.01          |
| PanIN-1B | 17             | 2 (11.8)              | 14 (82.4) | 1 (5.9)   | <0.01          |
| PanIN-2  | 14             | 1 (7.1)               | 5 (35.7)  | 8 (57.1)  | <0.01          |
| PanIN-3  | 10             | 0 (0)                 | 2 (20.0)  | 8 (80.0)  | <0.01          |
| PDAC     | 26             | 0 (0)                 | 3 (11.5)  | 23 (88.5) | <0.01          |

Mann-Whitney *U* test vs Normal

Supplementary Table S2. ANXA8 expression in Pancreatic Lesions

|          | Number of foci | ANXA8 immunoreactivity |           |           | <i>P</i> value |
|----------|----------------|------------------------|-----------|-----------|----------------|
|          |                | Score 0                | Score 1   | Score 2   |                |
| Normal   | 26             | 16 (61.5)              | 10 (38.5) | 0 (0)     | -              |
| PanIN-1A | 15             | 5 (33.3)               | 9 (60.0)  | 1 (6.7)   | =0.10          |
| PanIN-1B | 17             | 1 (5.9)                | 14 (82.4) | 2 (11.8)  | <0.01          |
| PanIN-2  | 14             | 1 (7.1)                | 8 (57.1)  | 5 (35.7)  | <0.01          |
| PanIN-3  | 10             | 1 (10.0)               | 3 (30.0)  | 6 (60.0)  | <0.01          |
| PDAC     | 26             | 0 (0)                  | 1 (3.8)   | 25 (96.2) | <0.01          |

Mann-Whitney *U* test vs Normal

Supplementary Table S3. FGFR3 expression in Pancreatic Lesions

|          | Number of foci | FGFR3 immunoreactivity |           |           | <i>P</i> value |
|----------|----------------|------------------------|-----------|-----------|----------------|
|          |                | Score 0                | Score 1   | Score 2   |                |
| Normal   | 26             | 18 (69.2)              | 8 (30.8)  | 0 (0)     | -              |
| PanIN-1A | 15             | 3 (20.0)               | 8 (53.3)  | 4 (26.7)  | <0.01          |
| PanIN-1B | 17             | 1 (5.9)                | 12 (70.6) | 4 (23.5)  | <0.01          |
| PanIN-2  | 14             | 1 (7.1)                | 7 (50)    | 6 (42.9)  | <0.01          |
| PanIN-3  | 10             | 0 (0)                  | 3 (30.0)  | 7 (70.0)  | <0.01          |
| PDAC     | 26             | 0 (0)                  | 1 (3.8)   | 25 (96.2) | <0.01          |

Mann-Whitney *U* test vs Normal

Supplementary Table S4.

Ki-67 Labeling Index in Pancreatic Lesions

|          | Number of foci | Ki-67 Labeling Indices | <i>P</i> value |
|----------|----------------|------------------------|----------------|
| Normal   | 26             | 0.46 ± 0.75            | -              |
| PanIN-1A | 15             | 0.98 ± 0.69            | <0.05          |
| PanIN-1B | 17             | 3.25 ± 1.41            | <0.01          |
| PanIN-2  | 14             | 8.70 ± 4.15            | <0.01          |
| PanIN-3  | 10             | 18.79 ± 6.32           | <0.01          |
| PDAC     | 26             | 33.92 ± 9.54           | <0.01          |

t-test vs Normal

How the deposited data were processed for this re-analysis (not part of the article)

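Expression was measured on 6 Agilent 4 x 44K human arrays, 1 for each condition: PANC-1 cells transfected with siControl or siZIC2-1 for 96 hours, PANC-1Tet/ZIC2 clone1 with DOX present and 48 hours after its withdrawal, and PANC-1Tet/empty at the same times. The labels give 1 µg/ml DOX. Conditions were taken from the source and treatment fields of GEO's labels, which match the paper's methods; the sample titles give other conditions for all 6 arrays and were used as an alternative.

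The authors labelled RNA with Cy3, hybridised 1 array for each sample and deposited the spot intensity values that Agilent Feature Extraction 10.7.3.1 wrote (submitters' processing notes and file header). The processed signal is background-subtracted and detrended by that software, with a stand-in value for spots not above background, and is not scaled between arrays. The authors' deposited value table holds the same intensity: each column lies within 0.5% of that array's processed signal, on a linear scale with no centring, and the column medians were 133 and 130 (Tet/empty, DOX present and withdrawn), 121 and 127 (Tet/ZIC2), 87.2 (siControl) and 127 (siZIC2-1). How the authors scaled the arrays for Fig. 3A is not given in the sources used here.

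From the deposited intensities, 43118 spots that are not controls were used, for 34127 probes. Spots marked as outliers were left out (274 to 844 for each array), none was saturated, and spots of one probe were averaged. The log2 processed signal minus the array's 75th percentile was the level of a probe. A probe entered a comparison if it was well above background on at least 1 of the arrays. A signal not above background was raised to the lowest signal among probes well above background on that array, where this did not exceed the other side; its fold is then a lower bound. In the 3-set comparison a probe without a Tet/empty difference counted as unchanged in Tet/empty. A gene counted as changed when at least 1 of its probes was at least 2-fold apart. Its value is that of the probe with the highest mean level over the 6 arrays, and for values within the 3 comparisons, apart from those set beside Fig. 3A, other probes are given where the sign differs or the gap exceeds 1 on the log2 scale. Symbols came from the accession of each probe through NCBI RefSeq's table for GRCh38.p14, used for names only: 24824 probes matched, 3779 of them under another symbol than in the files, and the rest kept the file's name. Positions are those of the files, on NCBI36 (hg18).

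With 1 array for each condition there is no test and no p-value. Errors are SDs propagated from the software's error estimate for each spot. The 999 probes spotted 10 times had a median SD within an array of 0.035 to 0.057 on the log2 scale. The arrays differ in signal over background: 62.9% and 60.3% of probes were well above background on the siControl and siZIC2-1 arrays, and 69.4% to 71.0% on the Tet arrays. The number of arrays limits the precision. The Spearman correlation across probes was 0.960 between siControl and siZIC2-1, 0.984 between the Tet/ZIC2 arrays, 0.982 between the Tet/empty arrays and 0.936 to 0.943 between an array of the knockdown pair and a Tet array. The Tet arrays lay on one slide and the knockdown pair on another, so slide and experiment cannot be told apart.

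Before the data were examined, 36 gene lists, the rule for the genes named and the alternatives were fixed. Of the lists, the 11 chosen for the paper's subjects and 15 others are described, the 15 chosen after the list medians had been seen; the other 10 are given as counts. Each list is described by its members at least 2-fold higher or lower, and by the percentile of its median among 10000 random lists of the same size matched on mean expression in 20 classes. This describes these arrays and is no test of the conditions. The genes named are those the paper names, the 10 largest increases and decreases measured on both arrays (3 for Tet/empty), up to 4 members of each list described in the direction of its median, and genes of the 3-set comparison that Fig. 3A does not list; some genes are not reported here. The values in Fig. 3A had been seen when this rule was written. The alternatives were other scalings, normexp background correction with an offset of 50, other filters and floors for dim probes, other fold thresholds, other uses of a gene's probes, the deposited value table and conditions by the sample titles.

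The counting and list steps were tested on simulated data: 6 arrays drawn from the levels of the Tet/empty array with DOX withdrawn and its error estimates, with 27268 genes. For the 3-set comparison 75 of 75 genes changed upward and 25 of 25 changed downward were recovered at 3-fold, and as many at 5-fold, and 0 unchanged probes were called. All 6 simulated arrays had the same detection calls, the changed probes were well above background, and measurement error was the only noise. This check therefore covers the steps of the calculation, and not dim probes or the spread between cultures. A list of 30 genes moved by 0.4 in the knockdown comparison had a median of 0.41 at the 100th percentile, among 19207 genes. A first check on a single list of 30 unmoved genes failed: the list lay at the 0.17th percentile, outside the central 95% of random lists. After that value was seen, the check was replaced by one on 200 lists of unmoved genes, of which 5 (2.5%) lay outside the central 95%. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used. Off-target effects of the siRNA were not analysed here, for want of transcript sequences.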

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

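The tests on spot positions and on the DOX response below were chosen after the results were seen; the tests on the sample titles and on the cell line were set beforehand, but the interval of the cell line test was added after its ratio was seen, as were its other ratios. Gene lists other than the 11 chosen for the subjects of the paper, whose medians lay outside the central 99% of random lists, and farther from 0 than in Tet/empty, are given first.

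Interferon response genes were higher in both comparisons in which ZIC2 was altered, with opposite directions of ZIC2. With siZIC2-1 the median of 29 measured genes was 1.00, above all 10000 random lists, with 14 at least 2-fold higher and 1 lower, among the higher OASL at 3.19, IFIT2 at 2.74 and RSAD2 at 2.54. In Tet/ZIC2 the median of 26 was 0.27, also above all random lists, with OASL at 1.22, IFIT3 at 1.03 and IFI44 at 1.02. Targets of p53 had a median of 0.66 with siZIC2-1, above all random lists, with 9 of 25 at least 2-fold higher, including GADD45B at 3.28 and SESN2 at 2.32, and 3 lower, including CDKN1A. Genes that report ERK activity had a median of 0.56 (99.94th percentile) with siZIC2-1, with 8 of 21 higher and 2 lower. Among the higher were FOS at least 6.15-fold and DUSP6 at 1.64. In Tet/ZIC2 the median of these genes was 0.06 (93.6th percentile), with 1 of 20 higher, and -0.026 with median scaling. By another assay, the paper reports more ERK phosphorylation with forced expression of FGFR3 (Fig. 5A) or ZIC2 (Fig. 5B). The list here is of mRNA, and its larger rise was with ZIC2 knocked down. The paper's text gives no ERK phosphorylation for ZIC2 knockdown alone, so these values cannot be set against the paper's. With ZIC2 expressed in Tet/ZIC2, EGR1 was the 1 gene of the list past 2-fold, at 1.07, and none was lower by as much. Extracellular matrix proteases and their regulators had a median of -0.88 with siZIC2-1 (0.11th percentile), and -0.50 with normexp background correction. Of 12 measured, 4 were at least 2-fold lower: MMP14 at -1.7, MMP15, MMP9 at -1.59 and MMP7 at -1.43. In Tet/ZIC2 the median of 12 was 0.26 (99.9th percentile) and 2 were at least 2-fold higher, PLAT by at least 14.3-fold and MMP15. Past 2-fold in opposite directions was MMP15 alone: MMP14, MMP9 and MMP7 were at 0.46, 0.15 and -0.55 in Tet/ZIC2, and PLAT was not lower with siZIC2-1. Retinoic acid targets had a median of 0.33 in Tet/ZIC2 (99.7th percentile), with 3 of 8 higher, RARB by at least 4.31-fold. Targets of NRF2 had a median of -0.26 in Tet/ZIC2, below all random lists, with AKR1C3 at -0.40 and none of 14 past 2-fold. Genes of cholesterol synthesis had a median of 0.14 in Tet/ZIC2 (99.98th percentile), with STARD4 at 0.47 and none of 23 past 2-fold.

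The sample titles in GEO's labels name other conditions than the remaining fields for all 6 arrays. With conditions by the titles, 36.2% of the 47 values in Fig. 3A kept the sign shown there for Tet/ZIC2, while the other fields gave 100%. For siZIC2-1 the shares were 2.13% and 97.9%. There the titles only swap the arrays of the pair, so these shares mirror each other and are 1 result. The shares argue against the titles as the conditions behind Fig. 3A. Because Fig. 3A was made from these arrays, it shows which labels the authors used and not which RNA was on which array. Under the fields used here ZIC2 is the gene that is low with siZIC2-1; in the qRT-PCR of Supplementary Fig. S2A it runs the same way.

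The names of the arrays of the knockdown pair carry another pancreatic cancer line, KP-1N, and the title of the series names a further one, KP-4. Of genes measured, 195 were at least 8-fold apart between the siControl and Tet/empty arrays (DOX present), and 131 between the Tet/ZIC2 and Tet/empty arrays, both of PANC-1 clones, a ratio of 1.49 (95% interval from counting error 1.19 to 1.87); set beforehand, a ratio of at most 1.5 was to count against another cell line and one over 3 for it. Both counts rest on the Tet/empty array with DOX present, on which 592 of the 619 probes treated in the next paragraph were brightest among the Tet arrays, so that this ratio decides nothing. Without those 619 probes the ratio was 3.63 (174 and 48 genes, interval 2.62 to 5.10), and against the Tet/empty array with DOX withdrawn it was 2.77 (205 and 74 genes, 2.11 to 3.66); at 2-fold the 3 ratios were 3.12, 4.28 and 4.77. Both intervals at 8-fold take in 3, but they treat genes as independent counts and hold no spread between arrays, slides or cultures. They cannot decide the question, so another line is not excluded and the question stays open. Because the pair had a slide of its own, a difference between lines cannot be told apart from one between slides.

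In Tet/empty 619 probes were at least 2-fold lower after DOX withdrawal, in cells that carry no ZIC2 transgene. Such spots had on average 3.28 other such spots within 3 positions, above all 1000 random sets (at most 0.521), and in the plot of spot positions they form a band. A response to DOX itself in either clone would keep these probes about as bright in Tet/ZIC2 cells with DOX, but there they were lower by a median of -1.67, with 97.9% of them below their level in Tet/empty, which argues against it. Signal raised in places on the Tet/empty array with DOX is a candidate explanation for part of these differences; a response in the Tet/empty clone alone was not tested and stays open. Spots lower in Tet/ZIC2 (0.958 neighbours, at most 0.222 in random sets), higher in Tet/ZIC2 (0.855, at most 0.497) and higher in Tet/empty (0.829, at most 0.195) also lay together. The 85 spots that passed the 3-set comparison upward did not lie close to one another (0.0235, at most 0.188). Whether they lie among the clustered Tet/ZIC2 spots was not counted. Their neighbour count does not answer this, because only 85 spots would have few neighbours among themselves either way.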

How the results depend on the processing

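The alternative without the Tet/empty arrays and the one taking the probe that passed the 3-set comparison were chosen after seeing the data; the others were set before the data were examined. No paired analysis was possible because each condition has 1 array and no test was made. Of the 265 named values past 2-fold, none changed sign with median scaling, quantile normalization or normexp. Nor did any with the mean of the gene's probes or the deposited value table. None did with no floor, with or without the filter. That last outcome was fixed, because dropping the floor only widens a bounded difference. The outcomes of median scaling and of the deposited value table were fixed as well. Median scaling moves all differences of a comparison by the same amount, which was below 2-fold, and the deposited table holds nearly the same signals. Of the 265, 164 stayed past 2-fold with normexp and at least 239 with each of the others. Signal over background limits the counts: of the 82 genes of the 3-set comparison, 35 rest on a signal below background on at least 1 array.

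Counts that moved over 1.5 times were as follows; the cause was not tested beyond the construction of each alternative. In the order knockdown higher, knockdown lower, Tet/ZIC2 higher, Tet/ZIC2 lower, Tet/empty higher, Tet/empty lower, 3-set comparison upward and 3-set comparison downward, a 1.5-fold threshold, which takes in more genes, gave 3141, 4833, 1337, 383, 274, 1316, 281 and 28 genes, and a 3-fold threshold, which takes in fewer, gave 488, 683, 282, 73, 59, 272, 14 and 0. With no filter on dim probes and no floor, 3801 genes were lower with siZIC2-1, 1331 higher and 726 lower in Tet/ZIC2, 488 higher and 1833 lower in Tet/empty, and 229 and 39 passed the 3-set comparison upward and downward. Without the floor alone, 330 genes were lower in Tet/ZIC2, 253 higher in Tet/empty and 11 passed downward. With normexp 1047 genes were lower with siZIC2-1, 149 higher and 35 lower in Tet/ZIC2, 30 higher and 114 lower in Tet/empty, and 22 and 1 passed. On probes well above background on both arrays 345 were higher and 48 lower in Tet/ZIC2, 36 higher and 210 lower in Tet/empty, and 47 and 2 passed. Quantile normalization let 8 genes pass downward and the representative probe only 3. With conditions by the sample titles 597 genes were lower in Tet/ZIC2, and 967 were higher and 929 lower in Tet/empty. Then 15 and 31 passed, of which none passes in the same direction with the other label fields.

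The titles swap the arrays of the knockdown pair, so by them the knockdown differences only changed sign. They were 1.54 for ANXA8, 2.32 for FGFR3, 2.38 for S100A3, 1.23 for CORO2A, 1.56 for RET and 1.46 for NRTN. The Tet/ZIC2 differences turned to -1.02 for CORO2A and -0.023 for NRTN.

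List medians in the knockdown moved by more than the SD of a single difference, 0.21, as follows. With quantile normalization the annexin A family had 0.065, CDK inhibitors -0.76, matrix proteases -0.65, GDNF family signalling -0.079, hedgehog and GLI genes -0.10, NRF2 targets -0.22, pancreas markers -0.033, the ZIC family -0.095 and ER stress genes 0.35. With normexp the same lists had 0.052, -0.72, -0.50, -0.029, -0.065, -0.23, -0.036, -0.092 and 0.39, leukocyte markers -0.14 and the S100 family -0.27. With no filter and no floor the median of endothelial markers was -0.20 in Tet/empty and that of pancreas markers 0.28 in Tet/ZIC2. Among lists whose median lay outside the central 95% of random lists, 1 changed sign: hypoxia and glycolysis genes in Tet/ZIC2, at 0.066, had -0.019 with each array scaled to its median. The ZIC family had too few members with probes well above background on both arrays for a median.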

Differences from the paper's values

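The paper gives 43 up-regulated and 2 down-regulated genes for the 3-set comparison and states no threshold; at 2-fold, 82 and 5 genes passed here. The count upward came within 1.5 times the paper's with median scaling (62), quantile normalization (56) and probes well above background on both arrays of each comparison (47). It did not with normexp (22), no filter and no floor (229), no floor (113), a 1.5-fold threshold (281), a 3-fold threshold (14), the representative probe only (67), the deposited value table (81), conditions by the titles (15) or less than 1.5-fold in Tet/empty (76). The count downward did so with probes well above background on both arrays (2) and the representative probe only (3), and not with median scaling (5), quantile normalization (8), normexp (1), no filter and no floor (39), no floor (11), a 1.5-fold threshold (28), a 3-fold threshold (0), the deposited value table (5), conditions by the titles (31) or less than 1.5-fold in Tet/empty (5). All 44 genes named in Fig. 3A, 42 upward and 2 downward, were among those that passed here.

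Of 139 values in Fig. 3A, 129 lay within the SD of the measurement by the gene's brightest probe, counting as such a lower bound that does not exceed the figure's value (ART5 with siZIC2-1), and 10 values of 7 genes did not. In Tet/ZIC2, TUBA4A was at 0.46 here and about 2 in Fig. 3A, read by eye; GGTLC2 at 0.74 and about 1.7 in Fig. 3A; ART5 at 0.066 and about 1.3 in Fig. 3A; ZBTB46 at 0.54 and about 1.2 in Fig. 3A; RET at 0.68 and about 1.1 in Fig. 3A; and FAM69A (DIPK1A) at -0.14 and about -1.7 in Fig. 3A. With siZIC2-1, TUBA4A was at -0.56 and about -1.3 in Fig. 3A; ZBTB46 at -0.85 and about -1.6 in Fig. 3A; FAM69A (DIPK1A) at -0.059 and about 1.6 in Fig. 3A; and SEMA7A at -2.62 and about -2.5 in Fig. 3A. Of the alternatives set before the data were examined, quantile normalization brought SEMA7A within the error (-2.56), while median scaling, normexp, no filter and no floor, no floor, the mean of the gene's probes and the deposited value table did not. For the other 9 values none of these alternatives did. With the probe that passed the 3-set comparison, an alternative chosen after seeing the values, 138 of 139 values lay within 0.1 of Fig. 3A, and 0 of the paper's genes were dropped; the exception was SEMA7A, whose gap was 0.12. Where several probes of a gene passed, this takes the brightest, a rule also set after seeing the values: a first rule, which took the probe with the largest Tet/ZIC2 difference, left 135 within 0.1 and a largest gap of 2.56, for RAB37.

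Supplementary Fig. S2A reports qRT-PCR, another assay, for some of these genes. It shows ZIC2 higher after DOX withdrawal in Tet/ZIC2, where the array's ZIC2 probe was at -0.14, and CORO2A about level there, where the array gave 2.23. For ANXA8, FGFR3, S100A3, RET and NRTN the figure shows the directions given here, both after DOX withdrawal and with siZIC2-1.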

Other observations

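With siZIC2-1 EPCAM was far lower and the mucin MUC1 was at -1.22, but 4 of 19 epithelial genes were higher, 2 were lower and the median of -0.25 lay at the 25.7th percentile of random lists. In Tet/ZIC2 1 of 21 epithelial genes was higher and none lower, and the median was -0.11 (0.64th percentile), with KRT19 at -0.48 and CLDN1 at -0.47, while CDH1 (E-cadherin) was at 0.94. Mesenchymal genes had medians of -0.16 (57.8th percentile) with siZIC2-1 and 0.01 (62.4th percentile) in Tet/ZIC2. VIM (vimentin) was at -0.84 and -0.22. FGF2, a ligand of FGF receptors, was at 1.92 with siZIC2-1 and 0.03 in Tet/ZIC2. The mesenchymal medians changed sign with each array scaled to its median, to 0.032 and -0.077.

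Some stress genes were higher with siZIC2-1. Of 20 ER stress genes 7 were at least 2-fold higher and 1 lower, with PPP1R15A at 3.59, DDIT3 (CHOP) at 3.44 and ASNS at 1.75. The median of 0.09 lay at the 93.7th percentile, and was higher with quantile normalization and with normexp. In Tet/ZIC2 the median was 0.03 (91.8th percentile) and -0.051 with median scaling. Of 22 hypoxia and glycolysis genes 5 were higher and none lower, with DDIT4 at 2.6 and NDRG1 at 1.78 (median 0.18, 98.98th percentile). In Tet/ZIC2 none of 23 reached 2-fold, with PFKFB4 at 0.55, and the median of 0.066 (98.5th percentile) turned to -0.019 with median scaling. Of 15 TGF-beta targets 1 was higher, CCN2 at 2.31, and 1 lower (median 0.23, 96.3th percentile), and in Tet/ZIC2 none of 16 reached 2-fold (median 0.11, 99.3th percentile).

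Markers of other cell types showed no common shift. Leukocyte markers had medians of -0.45 (22.0th percentile) with siZIC2-1 and 0.05 (72.7th percentile) in Tet/ZIC2, where CD14 was at 1.04. Endothelial markers, 3 and 4 of 10 measured, had medians of -0.02 (65.6th percentile) and 0.26 (92.4th percentile), with VWF at 1.49 in Tet/ZIC2. Pancreas markers, 6 and 9 of 17 measured, had medians of -0.29 (40.3th percentile) and 0.05 (70.6th percentile). With median scaling the medians of leukocyte and pancreas markers in Tet/ZIC2 were -0.034 and -0.033 and that of endothelial markers with siZIC2-1 was 0.17. The pancreas median with siZIC2-1 was smaller in size with quantile normalization and with normexp, and the leukocyte median with normexp. The annexin A family had a median of -0.18 with siZIC2-1 (59.9th percentile), and 0.065 with quantile normalization. The FGFR list, with FGF ligands and adaptors, had medians of 0.06 and 0.08, at the 79.1th and 88.5th percentiles, the second of which was -0.0067 with median scaling. Of the 10 lists not described, 9 lay in the central 95% of random lists with siZIC2-1, 10 in Tet/ZIC2 and 8 in Tet/empty.

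In the paper's RT-PCR of parental lines, ZIC2 was the member of its family seen in PANC-1. On these arrays ZIC1, by 1 of its 2 probes, and ZIC5 were well above background on all 6 arrays, ZIC2 on 5 and ZIC4 on the 4 Tet arrays. That call was given to 60.3% to 71.0% of all probes on an array, and it is another measure than RT-PCR, so it is weak evidence of expression. Levels of different probes cannot be compared. ZIC5 was at 0.10 with siZIC2-1 and -0.26 in Tet/ZIC2, and ZIC1 at -0.31 and -0.15. The 3 ZIC genes measured with siZIC2-1 had a median of -0.31 (42.7th percentile), smaller in size with quantile normalization and with normexp. The 4 in Tet/ZIC2 had one of -0.15 (6.35th percentile). MUC5AC, which the paper uses as a GLI target in transfected cells, was at -0.16 and -0.19, and the hedgehog and GLI list had a median of 0.12 in Tet/ZIC2 (96.7th percentile).

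With DOX present, 1734 of 20153 genes were at least 2-fold apart between the arrays of PANC-1Tet/ZIC2 clone1 and PANC-1Tet/empty. The Tet/empty array is the one with the clustered bright spots: without the 619 probes lower there after DOX withdrawal 1215 of 19657 genes were apart, and against the Tet/empty array with DOX withdrawn 1143 of 19885, both chosen after seeing the data. In the Tet/ZIC2 clone the ANXA8 probe was higher by 2.39, FGFR2 by 2.14, CDH1 by 1.71 and RET by 0.85, while CORO2A was at -1.11; FGFR3 differed by 0.33, S100A3 by 0.05, NRTN by 0.01 and ZIC2 by 0.16. Each clone has 1 array in this state.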
